A study of Mus musculus with 6 samples. Its data were reported in "Cancer Growth and Invasion Are Increased in the Tight Skin (TSK) Mouse" (2025).

How the data were processed

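RNA from shaved dorsal skin of 3 tight skin (TSK) mice and 3 wild-type (WT) mice was sequenced, with 1 library per mouse. TSK mice carry a duplication inside Fbn1, the gene for the microfibril protein fibrillin 1. Groups were taken from the sample labels, which give a genotype for each library and an age of 6 to 8 weeks. The authors prepared stranded total RNA libraries after depletion of ribosomal RNA and sequenced single-end reads of 50 bases. They aligned the reads with STAR to the mm10 (GRCm38) mouse genome and quantified genes in Partek Flow with Ensembl annotation.

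A table of estimated counts per gene and a table of CPM (counts scaled to 1000000 per library) were used, both as deposited by the authors. The count table is named as raw, but only 43.3% to 45.4% of the non-zero values of a library were whole (within 0.001), so the deposited values are estimated counts, in which a read that fits several genes can be shared among them. The tests had been planned for raw counts, and the estimated counts were therefore rounded to whole numbers first. The deposited CPM values were close to each count divided by its library total and scaled to 1000000. The median ratio between them was 0.9999 to 1.0002 over the libraries. Genes with no count held a small offset. The tables cover 55291 genes, of which 34809 had a count in at least 1 library. Totals ranged from 17561453 to 19219814 counts per library. Every column of values belonged to 1 of the 6 labelled mice.

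The main comparison was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on the rounded counts with TMM normalization, a scaling that limits the influence of a few abundant genes. Genes were kept by filterByExpr, which left 19971. P-values were adjusted by the Benjamini-Hochberg method. The study used DESeq2 with a fold change above 2.5 and an adjusted p below 0.01. Those thresholds were kept, and DESeq2 1.42.0 was run as an alternative. Genes with an adjusted p below 0.05 and no fold threshold were also counted. All log2 fold changes are TSK minus WT, and means are given with the SD over mice. Standard errors were computed from the fold change and the F statistic.

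Principal components were computed on TMM log2 CPM with a prior count of 2, with genes centred and not scaled. Marker lists were tested with camera (limma 3.58.1) at a preset correlation between genes of 0.01, two-sided, and adjusted over 18 lists with at least 3 tested genes. The B and plasma cell list had 2 tested genes, with a median log2 fold change of -0.27 (-0.17 without TSK 1), and was not tested. The lists were written from general knowledge after the study and its tables had been read, and before the deposited values were examined, as were the tests and their thresholds. A table of the study gives the genes that differed in this same bulk comparison. The lists are therefore not independent of these libraries. The list of tumour myofibroblast genes was taken from genes that the study names in tumours. Some members are shared between cell types (Vim, Cd36, Kit, Fabp4, Mrc1 and Pmp22, for example).

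Genes named in the text were fixed by rule: Fbn1, 5 further genes named by the study, members of the marker lists, sex-linked genes, the most abundant genes, and up to 8 genes with the greatest rise and 8 with the greatest fall among those past both thresholds, with a mean CPM of at least 5 and no overlap between the libraries of the groups. Only 7 falls met the rule. Coordinates are 1-based in mm10; gene starts and ends in the deposited table were checked against GENCODE M21. Named transcripts were compared with all other annotated transcripts by BLAST 2.17.0, and genes that overlap or match another gene are pointed out.

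The tests were tried on simulated counts drawn from the means and library sizes of the real libraries. Of 197 simulated genes changed by known amounts and tested in the TSK and WT comparison, edgeR recovered 89.3% at the thresholds with 1 false call among 19673 genes tested, and DESeq2 recovered 93% of 200 with 4 false calls among 19970. No recovered gene had the wrong sign. All of these changes were larger than the 2.5-fold threshold and lay in genes with a mean above 1 CPM. Counts were drawn independently for each gene. The rates therefore do not cover smaller changes or correlated genes, and are not those of the real comparison.

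Alternatives covered normalization, tool, unit, low-count filter, thresholds, library composition, the set test, a replicate block and leaving out each library. Alternatives chosen after seeing the data were DESeq2 with library totals as size factors, DESeq2 on the genes kept by filterByExpr, removal of trends on transcript GC content and length, and removal of nuclear genes that match mitochondrial transcripts. A GC value was found for 98% of tested genes. No sequencing batch is given in the labels. The single-cell libraries of the study were not analysed here, and its published cancer-associated fibroblast signature was not used here.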

Results

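To compare the skin of TSK mice with that of WT mice, bulk RNA was sequenced from the dorsal skin of 3 mice of each genotype. Library totals were 17561453, 18787616 and 18190837 counts in WT 1 to 3 and 18185549, 19219814 and 18869051 in TSK 1 to 3. A count was found for 30448 to 31812 genes per library. The totals of the groups overlapped. As a check for a library deposited more than once, counts were compared between libraries of a group, and the lowest chi-square per degree of freedom was 8.02.

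The makeup of the libraries differed more than their depth. Genes of adult skeletal muscle took 22.2% ± 4.23 of the counts in WT and 16.1% ± 1.10 in TSK (SD, n = 3). Ttn alone, the most abundant gene, took 10.7% ± 1.97 in WT and 7.93% ± 0.422 in TSK. Myh4 took 3.55% ± 0.532 and 2.04% ± 0.283. Residual ribosomal RNA took 6.93% ± 0.851 in WT and 4.30% ± 1.45 in TSK, nearly all of it from CT010467.1. Rn7s1 and Rn7s2 held identical counts in every library, so their values cannot be separated. Fibroblast list genes took 1.00% ± 0.207 of the counts in WT and 3.29% ± 1.63 in TSK, where TSK 3 reached 5.18%. TMM factors were 0.823 to 1.03 in WT and 1.06 to 1.13 in TSK.

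Principal component analysis separated the genotypes along the first component, which held 44.1% of the variance. The second held 21.2% and spread the libraries within both groups. The smallest p that 3 mice against 3 can give is 0.1, and the difference in the first component reached it (exact permutation test, two-sided, p = 0.1). The root mean square log2 difference was 0.480 to 0.6004 between libraries of one genotype and 0.602 to 0.747 between genotypes, so the ranges nearly touched. The share of the first component was highest, at 57.7%, over the 500 most variable genes.

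**Figure D1:**
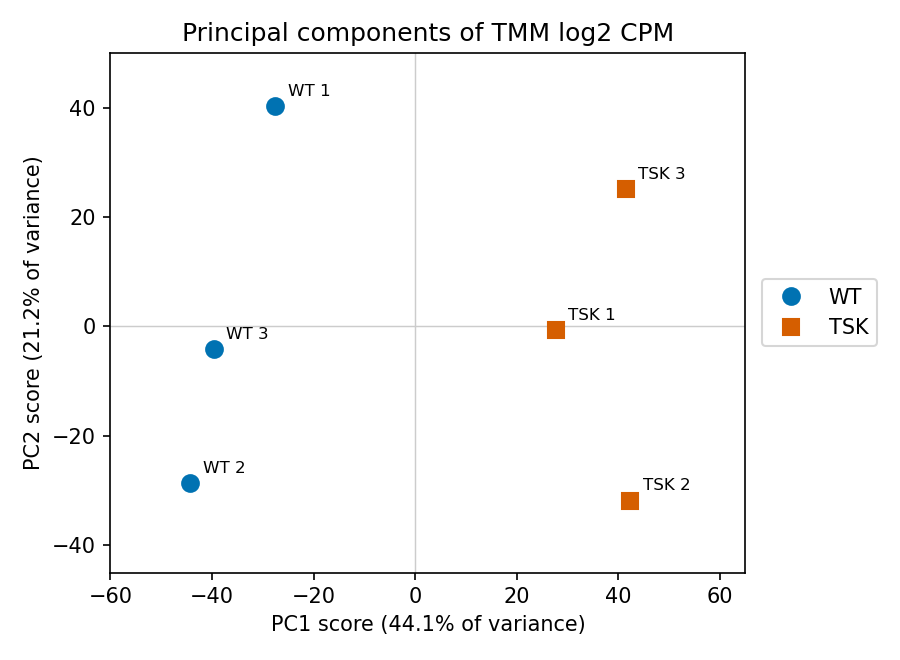
Scores of the 6 libraries on the first and second principal components of TMM log2 CPM (axes give the share of variance, 44.1% and 21.2%; circles WT, squares TSK). The 3 WT libraries lie below 0 and the 3 TSK libraries above 0 on the first component.

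Fbn1, the mutated gene, was examined first. It lies on the minus strand of chromosome 2, at 125300594 to 125507993. Its level was 267, 289 and 262 CPM in WT 1 to 3 and 1538, 2284 and 2007 CPM in TSK 1 to 3, a ratio of means of 7.13 (272 ± 14.2 against 1943 ± 377 CPM, SD, n = 3). With TMM scaling the log2 fold change was 2.54 (SE 0.22, edgeR adjusted p = 0.00327). The alternative that moved it most was scaling by library size only, which gave 2.84. The adjusted p was above 0.01 without WT 2 (0.0115), WT 3 (0.039) or TSK 3 (0.0122), while the fold change stayed between 2.41 and 2.67.

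Of 5 further genes named by the study, each was higher in all 3 TSK libraries than in any WT library. Ccn3 (chromosome 15, 54745702 to 54754039) rose from 1.72 ± 0.334 to 41.6 ± 8.84 CPM, with a log2 fold change of 4.33 (SE 0.20, edgeR adjusted p = 0.000175). Mfap5 (chromosome 6, 122505845 to 122529290) rose from 11.8 ± 1.27 to 89.1 ± 23.0 CPM (log2 fold change 2.61, SE 0.23, adjusted p = 0.00327). Ildr2 (chromosome 1, 166254139 to 166316823) rose from 4.68 ± 0.333 to 50 ± 13.8 CPM (3.13 on the log2 scale, adjusted p = 0.00187). Retnla (chromosome 16, 48842551 to 48844461) rose from 7.24 ± 3.40 to 94.2 ± 33.8 CPM (3.44 on the log2 scale, adjusted p = 0.00606). Fstl1 (chromosome 16, 37776873 to 37836514) rose from 141 ± 24.2 to 626 ± 121 CPM, but its adjusted p of 0.0107 in edgeR did not pass 0.01 (log2 fold change 1.84, SE 0.24). With DESeq2 it did (adjusted p = 4.13e-13). A stretch of 399 bases of Fstl1 matches Ppp2r5a at 96.0% identity.

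**Figure D2:**
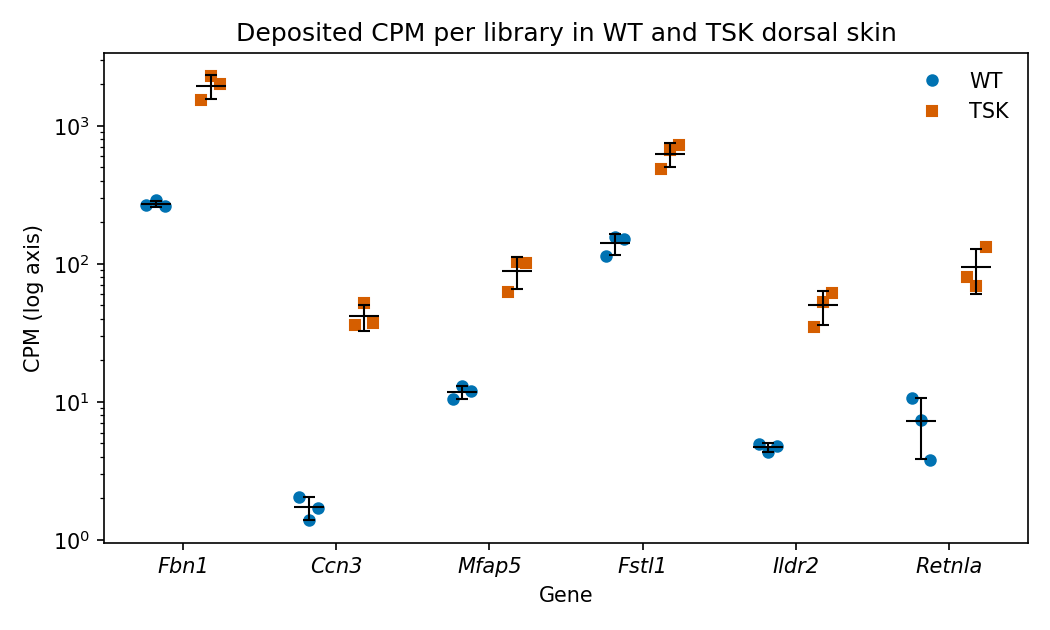
Deposited CPM (log axis) of Fbn1 and 5 further genes named by the study in each WT (circles) and TSK (squares) library; horizontal bars are group means and vertical bars are SD (n = 3). For all 6 genes every TSK library lies above every WT library, with means of 272 and 1943 CPM for Fbn1.

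To find the genes that differed between TSK and WT skin, all 19971 genes kept by the filter were tested. With edgeR, 51 genes were higher and 7 lower in TSK at an adjusted p below 0.01 and a fold change above 2.5. In all 58 genes the libraries of the groups did not overlap, on the deposited CPM and on TMM-scaled CPM alike. This was so in 31.6% of tested genes on the deposited CPM (5802 higher and 516 lower in TSK) and in 24.7% after TMM scaling (2823 and 2109), where chance gives 10%. At an adjusted p below 0.05 with no fold threshold, 678 genes differed, 542 higher and 136 lower in TSK. The number of genes depended strongly on the tool and the scaling. DESeq2, the tool of the study, gave 309 higher and 68 lower, among them all 58 edgeR genes. The highest count came from DESeq2 with library totals as size factors, chosen after seeing the data, with 583 higher and 37 lower. With library size only in edgeR, 290 were higher and 15 lower, so that 95.1% of the genes were higher against 87.9% with TMM. This scaling moved the median log2 fold change of all tested genes from -0.03 to 0.25. Single libraries also decided the count: without WT 3, edgeR called 1 gene higher and 0 lower (2884 at an unadjusted p below 0.05), and without TSK 1 it called 42 and 4.

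The greatest rises by the naming rule, besides Ccn3, Retnla and Ildr2, were in Dact2, Islr2, Aldh1a3, Sfrp2 and Pla1a. Dact2 (chromosome 17, 14195052 to 14204304) rose from 1.14 ± 0.417 to 23.8 ± 6.34 CPM (log2 fold change 4.09, edgeR adjusted p = 0.00233). The log2 fold changes of Islr2, Aldh1a3, Sfrp2 and Pla1a were 3.41, 3.34, 3.28 and 2.95. Islr2 overlaps Islr, and 181 bases of the transcripts are identical, so its value is uncertain. Aldh1a3 shares a stretch of at most 194 bases with other transcripts at 95% identity or more. Of the 7 genes lower in TSK, the greatest fall was in Myh3 (chromosome 11, 67078300 to 67102291), the embryonic myosin heavy chain, from 33.3 ± 15.5 to 3.99 ± 1.17 CPM (log2 fold change -3.30, SE 0.35, edgeR adjusted p = 0.00623). Myl4 and Myog, also expressed in developing muscle, changed by -2.64 and -1.92. The others were Gm4841 (-2.38), BC023105 (-2.23), Casr (-1.43) and Mustn1 (-1.37). Gm4841 and the processed pseudogene BC023105 lie close together on chromosome 18, from 60268305 to 60442980.

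Because the mutation was kept by backcrossing, genes near Fbn1 were compared with the rest. Of 34 tested genes within 2 Mb of Fbn1, 0 passed an adjusted p of 0.05 in edgeR, against 3.4% of the other genes (Fisher's exact test, two-sided, p = 0.63). The lowest adjusted p among them was 0.0693.

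To describe the tissue, 18 marker lists were tested. Microfibril partners, the genes whose proteins bind or assemble with fibrillin, had a median log2 fold change of 1.33, and 16 of 17 were higher in TSK (camera adjusted p = 1.04e-21, limma). Without TSK 3 this median was 0.85. Of these, 9 passed 0.05 over all genes tested and 14 when adjusted over the list alone. The fibroblast list had a median of 0.82 with 16 of 16 genes higher (1.14e-08), and 2 passed over all genes against 11 adjusted over the list alone. Adipocyte genes had a median of 2.56 with 13 of 13 higher (8.33e-09), 3 over all genes and 11 adjusted over the list alone. One library weighed heavily here: without TSK 2 the median was 1.12. Hair follicle genes had a median of 1.57 (1.52e-08), and of 2.41 without WT 1. Most tested genes of this list were near the floor in WT. Krt25 and Krt71, at 0.11 and 0.52 CPM in WT, had log2 fold changes of 4.77 and 3.74. The better expressed Tchh, Krt32 and Hoxc13 changed by -0.16, 0.32 and 0.71, with overlap between the groups. Developing muscle genes had a median of -1.92 with 9 of 9 lower (6.55e-23), 8 over all genes and 9 adjusted over the list alone. Adult skeletal muscle genes had a median of -0.80 with 14 of 16 lower (3.14e-07), 0 over all genes and 10 adjusted over the list alone.

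Among epidermal genes, differentiated keratinocyte genes had a median of 0.60 (adjusted p = 3.14e-07 with camera) and basal keratinocyte genes one of -0.40 (0.0189). Endothelial (0.78, adjusted p = 7.47e-07), macrophage (0.99, 0.000204), mast cell (1.07, 0.00151), Schwann cell (0.62, 0.000668) and tumour myofibroblast (0.58, 0.0156) lists were higher in TSK by camera. Interferon response (-0.75, 0.000447) and neutrophil (-0.69, 0.0218, 3 genes) lists were lower. Lists for TGF-beta targets (0.23, 0.353), T and NK cells (0.25, 0.413) and red blood cells (0.58, 0.101) did not pass 0.05. Several of these medians moved by over 1.5 times when 1 library was left out. The macrophage median was 0.44 without TSK 3 and the differentiated keratinocyte median 0.38 without TSK 1. Without WT 1 the medians were 0.19 for tumour myofibroblast, 1.00 for Schwann cell, -0.39 for interferon response and -0.18 for basal keratinocyte genes, the last being -0.65 without TSK 1. The neutrophil median was -1.27 to -1.71 without any 1 library, where the filter kept 4 genes of the list in place of 3. Of the 15 lists past 0.05 with camera, 4 held under fry: microfibril partners, developing muscle, hair follicle and neutrophil, each with an adjusted p of 0.0269. None held when the correlation between genes was estimated for each list, where the lowest adjusted p was 0.0953 for developing muscle. The neutrophil list rested on 3 genes. Csf3r and Cxcr2 overlapped between the groups, and S100a9 was near the floor, at 0.69 CPM in WT and 0.18 in TSK.

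**Figure D3:**
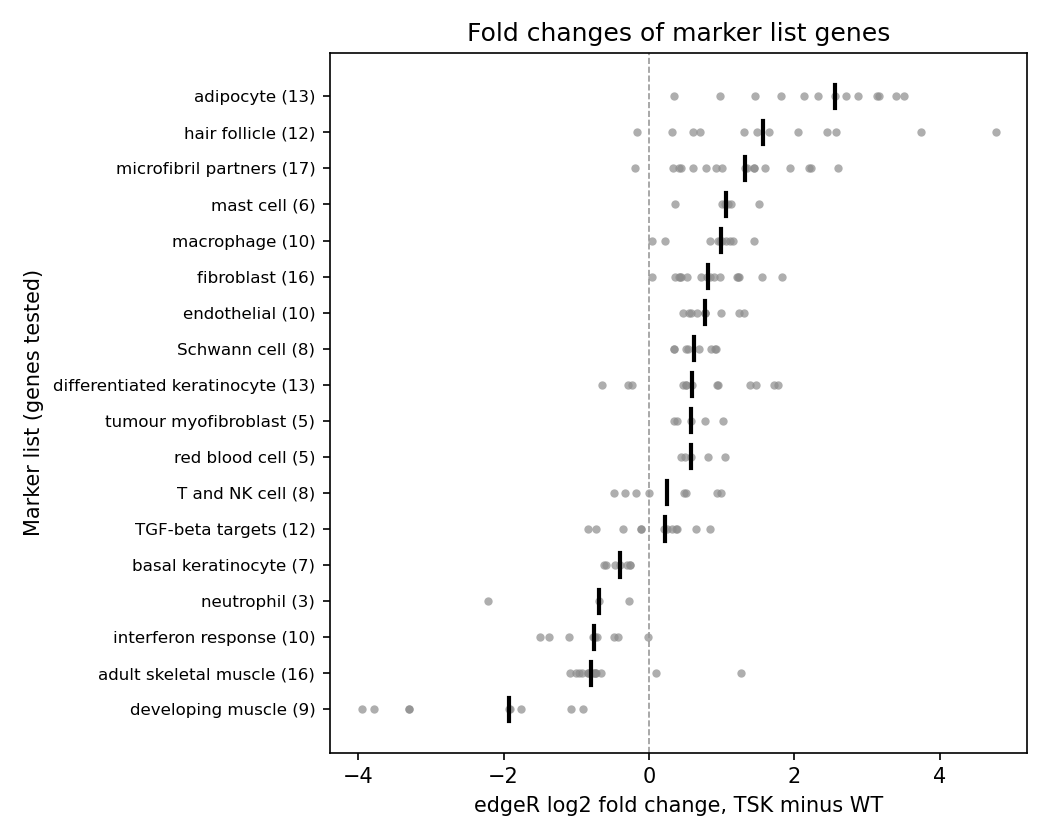
edgeR log2 fold change (TSK minus WT) of each tested gene (points) of 18 marker lists, with the list median as a vertical bar and the number of tested genes in parentheses. Medians run from -1.92 for developing muscle to 2.56 for adipocyte genes.

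Sex-linked genes were read in each library because the sample labels give the mice as female and the methods of the study as male. Ddx3y was at 56.7 to 72.8 CPM, Eif2s3y at 27.0 to 39.0, Kdm5d at 31.4 to 46.2 and Uty at 27.4 to 36.5 CPM over the 6 libraries. Xist, which is transcribed from the inactive X chromosome of females, was at 2.57 to 4.58 CPM. All 6 libraries thus held RNA from Y-linked genes, and the groups did not differ in this.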

Values the study reported

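The study reported 185 genes that were higher in TSK skin and 10 that were higher in WT skin, using DESeq2 with a fold change above 2.5 and a corrected p below 0.01. It gave 28 of the 185 genes as shared with a pancancer signature of 100 genes of activated cancer-associated fibroblasts. It described the TSK mutation as a duplication of exons 17 to 40 of Fbn1.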

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

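Alternatives chosen only after the data were seen were DESeq2 with library totals as size factors, DESeq2 on the genes kept by filterByExpr, removal of GC content and length trends, and removal of nuclear genes that match mitochondrial transcripts.

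The counts of genes past the thresholds (51 higher, 7 lower, and 678 at an adjusted p below 0.05) moved most. Library size only gave 290, 15 and 1778. DESeq2 gave 309, 68 and 1535, with 82.0% of its calls higher in TSK. DESeq2 on the genes kept by filterByExpr gave 310, 61 and 1586, and DESeq2 with library totals gave 583, 37 and 2563. limma-voom gave 21 higher and 1 lower. limma-trend on the deposited CPM gave 269, 14 and 1871 with a pseudocount of 1 and 314, 15 and 1860 with 0.1. Without a low-count filter edgeR gave 295, 61 and 1387. All 58 genes remained called with DESeq2 and with no filter, 56 with library size only, and 22 with limma-voom. Scaling by library totals raised the median of all tested genes to 0.25, which adds to higher calls. On the genes kept by filterByExpr DESeq2 called more than edgeR, whereas edgeR with no filter came near the counts of DESeq2; the size factors of DESeq2 in edgeR gave 67 and 10. The cause of these differences was not tested. Size factors of DESeq2 in edgeR, upper quartile scaling, the stricter CPM filter, the removal of ribosomal, haemoglobin and mitochondrial genes, the removal of GC content and length trends and the removal of mitochondrial-like genes kept all counts within 1.5 times.

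Other thresholds changed the counts by construction. An adjusted p below 0.05 with a fold above 2.5 gave 261 higher and 51 lower, and a 1.5-fold limit at 0.01 gave 11 lower. A test against a 2.5-fold change itself (glmTreat, adjusted p below 0.05) gave 6 higher and 0 lower.

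With the muscle score as a covariate edgeR called 0 higher, 1 lower and 3 at 0.05 (2581 at an unadjusted p below 0.05), and with the fibroblast score 0, 0 and 1 (2318 unadjusted). Fbn1 then had log2 fold changes of 2.74 (adjusted p = 0.0543) and 2.27 (adjusted p = 0.154), where adjusted p ranged from 5.37e-49 to 0.154 over all alternatives. The fibroblast score did not overlap between the groups, whereas the muscle score did (exact permutation p = 0.2). Each fit left 3 residual degrees of freedom, and the cause of the lost calls was not tested.

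Leaving out 1 library at a time gave 1 to 42 higher, 0 to 7 lower and 60 to 1260 at 0.05. The counts were 12, 2 and 1260 without WT 1, 9, 7 and 287 without WT 2, 1, 0 and 60 without WT 3, 42, 4 and 525 without TSK 1, 25, 1 and 381 without TSK 2, and 15, 0 and 387 without TSK 3. Part of this comes from the smaller groups. The Fbn1 log2 fold change ran from 2.41 to 2.67. The share of the first component ran from 44.4% to 51.1%, and was 56.3% on log2(CPM + 1) and 57.7% over the 500 most variable genes.

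The replicate numbers in the labels gave no sign of pairing: the correlations of same-numbered libraries were 0.0112, 0.167 and -0.0938. With so few mice these values cannot exclude it. The study describes the WT mice as littermates of the TSK mice, and which mice shared a litter was not known here. With the replicate block edgeR called 84 higher and 15 lower, Fstl1 passed 0.01 (0.00562) and the red blood cell list passed 0.05 (median 0.80).

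Among the lists, those that passed with camera and not with fry had medians of 0.82 (fibroblast), 0.58 (tumour myofibroblast), 2.56 (adipocyte), -0.80 (adult skeletal muscle), -0.40 (basal keratinocyte), 0.60 (differentiated keratinocyte), 0.99 (macrophage), 1.07 (mast cell), 0.78 (endothelial), 0.62 (Schwann cell) and -0.75 (interferon response). An estimated correlation also lost microfibril partners (1.33), developing muscle (-1.92), hair follicle (1.57) and neutrophil (-0.69). These tests take the same medians and allow for correlated genes. With the fibroblast score as a covariate the fibroblast list fell to a median of 0.022 and its test changed direction by construction, TGF-beta targets reversed to -0.13 and basal keratinocyte genes to 0.25, and the tumour myofibroblast (0.19), macrophage (0.071), mast cell (0.29), neutrophil (-1.13) and interferon response (-0.11) lists no longer passed. With the muscle score the T and NK cell list reversed to -0.12, the adult skeletal muscle list fell to -0.16 by construction and no longer passed, nor did the macrophage (0.50) and Schwann cell (0.17) lists, and the red blood cell list passed (2.09). The test of the T and NK cell list changed direction in DESeq2 with library totals, although its median stayed at 0.20. The red blood cell list also passed with limma-voom (0.97) and with no filter (0.58). Where not stated, the cause was not tested.

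Without 1 library, the tumour myofibroblast median ran from 0.19 to 0.70 and was lost without WT 1. Basal keratinocyte genes ran from -0.65 to -0.18 and were lost without WT 1 (-0.18), TSK 2 (-0.29) or TSK 3 (-0.28). Interferon response ran from -0.95 to -0.39 and was lost without WT 1. TGF-beta targets, which passed in no such fit, ran from 0.12 without TSK 3 (0.13 without WT 1) to 0.28, and T and NK cell genes from 0.22 to 0.78, with 0.44 without WT 1, 0.78 without WT 3 and 0.496 without TSK 3. The red blood cell list ran from 0.084 to 1.73 and passed without WT 2 (1.73) or TSK 3 (0.84), with 0.31 without WT 1, 0.37 without WT 3 and 0.084 without TSK 2. Over 17 named genes and all alternatives, 274 of 391 values kept direction and call, 108 lost the call, 9 gained it and 0 reversed.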

Other observations

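Tests chosen only after the result was seen were those on other splits for the wider gene count and the marker lists, on Fbn1 relative to the mean of the fibroblast list, on developing relative to adult muscle genes, on the duplicated exons, on mitochondrial reads, and on a single library rich in adipose tissue. Comparisons of list scores per library within the other tests were also chosen then.

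The count of genes higher in TSK with DESeq2 was 309. That is higher than the value quoted from the study above. The count of genes lower in TSK with DESeq2 was 68. That is also higher than the value quoted from the study above. With edgeR the counts were 51 and 7. Those are lower than the values quoted from the study above. The methods of the study mention read counts normalized by CPM, and do not say which size factors entered DESeq2. The size factors behind the quoted counts were not identified here. With library totals as size factors, 94.0% of DESeq2 calls were higher in TSK, against 82.0% with its own size factors. That scaling also gave more genes higher in TSK (583).

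Of the 10 ways to split the 6 libraries into 3 and 3, only 1, the real split, gave as many as 58 genes past both thresholds, and only 1 gave as many as 678 at an adjusted p below 0.05; every other split gave 0 of each with edgeR, with 239 to 2198 genes at an unadjusted p below 0.05. With 10 splits the share can never be below 0.1, so the number of splits by itself cannot exclude chance for either count, whatever the counts; the edgeR adjusted p-values of single genes do not rest on it. For the marker lists the real split gave 15 of 18 past 0.05 with camera and again was the only 1 of 10 to reach that number, but other splits gave 5 to 13. A camera call at the preset correlation therefore carries little weight on its own here. GC content or transcript length was argued against as the source of the calls, since 56 of the 58 genes stayed called once those trends had been removed. Library composition stays open, because fibroblast list genes differ with genotype.

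Fbn1 might be higher because TSK libraries hold more fibroblast RNA. The test planned for this asked whether Fbn1 rose by more than each of 16 fibroblast list genes in every pair of a TSK and a WT library. It did in 7 of 9 pairs, and Col1a1 rose by more in the other two, both with TSK 3. By that test, more fibroblast RNA and a change in Fbn1 itself cannot be told apart. A contrast chosen afterwards, against the list as a whole, points away from fibroblast content as the only cause: Fbn1 minus the list mean was 1.69 higher in TSK on the log2 scale (0.95 ± 0.26 in WT, 2.64 ± 0.37 in TSK, SD, n = 3, exact permutation p = 0.1, the smallest possible). A change in the kind of fibroblast stays open in these bulk libraries. From single-cell sequencing of dorsal skin, the study reports fibroblasts high in Fbn1 that were found in TSK and not in WT mice. It describes most cell types as similar in proportion between the genotypes, and gives Fbn1 as enriched in TSK keratinocytes as well. Extra exons from the duplicated allele are too short to account for the rise. They make up 24.7% of the transcript and could add at most 1.12-fold with 1 such allele, or 1.5-fold if the whole transcript were doubled, whereas the lowest TSK library was 5.33 times the highest WT library.

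The rise of microfibril partners could likewise reflect fibroblast content. Their median exceeded that of the fibroblast list by 0.51. The planned test set this against the SD of 0.48 over single fibroblast genes, which is not the spread of a median, so it decides nothing. Per library, the difference between the list scores was only 0.34 higher in TSK and the nearest libraries of the groups were 0.03 apart. With 1 library left out the difference in medians ran from 0.22 (without TSK 3) to 0.52 (without WT 1), being 0.25 without WT 2 and 0.27 without TSK 1. With the fibroblast score as a covariate the partner median fell to 0.44 and still passed with camera at the preset correlation (adjusted p = 2.85e-06, where it ranged from 1.79e-32 to 0.143 over all alternatives). The explanations cannot be told apart with 3 mice each.

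Adipocyte genes were higher in TSK while the adult skeletal muscle list had a median of -0.80, below 0 under every alternative. This argues against a deeper dissection only if it would bring more muscle along with the fat. The muscle score overlapped between the groups. A deeper cut that added fat and not muscle was not tested, so it stays open. A single library may account for much of the adipocyte rise: without TSK 2 the adipocyte median was 1.12 in place of 2.56, still above 0. Plin1 was at 302 CPM in TSK 2 against 63.9 and 47.3 in the other TSK libraries. Whether the rest is a difference of genotype or of sampling cannot be told apart. More adipose tissue in TSK skin remains an open biological explanation.

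Developing muscle genes, such as Myh3 and Myog, could be lower because TSK libraries hold less skeletal muscle. The planned test asked whether adult muscle genes fall as well. Their list score was lower in TSK by a difference of -0.60, but the libraries of the groups overlapped (exact permutation p = 0.2), so that test left the explanation open. Chosen afterwards, the developing list minus the adult list differed by -1.73 between TSK and WT, with no overlap between libraries (-8.01 ± 0.76 in WT, -9.73 ± 0.27 in TSK, SD, n = 3). An equal loss of all muscle would leave that difference at 0, so it argues against lower muscle content as the whole cause. Fewer regenerating or immature fibres in TSK skin is a candidate explanation that was not tested.

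Differentiated keratinocyte genes were higher in TSK, while the basal keratinocyte score was changed by -0.43, within the overlap of the groups. More epidermis as a whole would raise both, so it is an unlikely source. The stage of the hair cycle, which also bears on hair follicle genes, was not tested.

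The lowest level of 4 Y-linked genes over the 6 libraries was 27.0 CPM, with counts of at least 474, and Xist was at most 4.58 CPM. This is what male mice would show, and suggests that the sex in the sample labels is wrong rather than that in the methods of the study. As all 6 libraries share it, sex does not separate the groups.

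All 37 genes of the mitochondrial chromosome were at 0 in every library, which skin RNA would not show by itself. Nuclear genes nearly identical to mitochondrial genes held many counts instead: the median count of 11 such genes was at least 272 times the 99th percentile of 13718 other annotated pseudogenes in each library. Counting mitochondrial reads on nuclear copies, after reads on the mitochondrial chromosome were set aside, is a candidate explanation. Of 16 annotated nuclear genes with a match, the 15 with a row in the count table (all but AC124578.3) took 4.90% ± 0.643 of the counts in WT and 3.70% ± 1.40 in TSK (SD, n = 3), so levels of such pseudogenes should not be read as their own expression. Removing them left 51 genes higher and 7 lower, and all 58 remained called.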
